A study of Danio rerio with 4 samples. Its data were reported in "In vivo single-cell RNA metabolic labeling resolves early transcriptional responders in the regenerating zebrafish heart" (2026).

How the data were processed

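Single-cell libraries of zebrafish hearts (4 libraries, 2 sham and 2 cryoinjured, each from several pooled hearts) were collected 6 h after the operation. Per the labels and the methods of the study, hearts were dissociated, cells were fixed in methanol, thiols of 4sU-labeled RNA were converted with iodoacetamide, and 3' libraries were made in droplets. The deposited values are UMI counts per gene and cell barcode, which the authors made with CellRanger 4.0.0 against the zebrafish genome GRCz11 with an added RFP gene; no normalization was applied to them. The barcode lists had already been reduced by the authors' cell calling, since no barcode had fewer than 500 UMIs. The counts add labeled and unlabeled transcripts. Counts of labeled RNA alone, which the study used for its injury response, were not analysed here, so its labeled-RNA results were not tested. Samples were assigned to groups and replicates from the titles in the labels.

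The gene table held 31466 features, of which 31465 were Ensembl genes, and no UMI of RFP was counted in any library. Symbols were taken from the deposited gene table, where 528 symbols occurred more than once; such genes were kept apart by identifier. Of the identifiers, 28965 matched a separate symbol table, which was used for names only. The mitochondrial genes were 37 genes of the mitochondrial genome, 13 of them with mt- symbols, and 14 genes counted as haemoglobin genes.

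Cells with at least 500 UMIs, at least 200 genes and at most 50% mitochondrial UMIs were kept, 55075 in all. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold failed, calling 99.1%, 0%, 0% and 25.3% of cells in sham replicates 1 and 2 and cryoinjured replicates 1 and 2. After this was seen, the highest-scoring cells up to an expected rate of 0.8% per 1000 cells were called instead, which removed 6199 cells, or 9.21% to 12.7% per library. Such a rule fixes how many cells are removed, so doublets may remain or single cells may be lost, and the results with all doublet calls kept are given as an alternative. Counts were scaled to 10000 UMIs per cell and log transformed, 2000 variable genes were selected across libraries with haemoglobin and mitochondrial genes left out, and 30 principal components, 15 neighbours and Leiden clustering at resolution 1 (igraph 0.11.9, seed 7) followed, with no integration across libraries.

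Clusters were named from marker lists fixed before the data were examined, of which 2 genes were absent from the gene table. The rule that turned markers into names was changed after the clusters were seen. In its final form a marker counted when it was detected in at least 10% of the cells and was either at least 2-fold above the mean of the other clusters, with 50 CPM added to both, or among the 10 leading genes. A name needed at least 3 such markers, at least 1 marker among the 10 leading genes, and no other class with more markers among them. This rule kept out a cluster nearest to blood vessel endothelium (449 cells, on average 1.19% of the sham and 0.566% of the cryoinjured libraries) and a cluster nearest to endocardium (131 cells, 0.328% and 0.189%). The largest unnamed cluster (1221 cells) was nearest to dendritic cells but had only 2 such markers. Its 10 leading genes also held 2 macrophage markers, cd74a and cd74b. Whether it held macrophages was not tested. All unnamed cells together made up 3.30% and 8.27% of the sham and 4.18% and 5.24% of the cryoinjured libraries. Because the classes were rebuilt here, a difference from the study can come from the names alone. Each of the 9 classes had at least 30 cells in every library and was tested.

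For gene tests, raw UMI counts were summed per library and class, and 4 sums were compared with edgeR 4.0.16 (TMM factors, filterByExpr with a minimum count of 10, robust quasi-likelihood fit, ~ group). Adjusted p-values are by Benjamini-Hochberg within a class, with a threshold of 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera in limma 3.58.1 (two-sided, preset correlation 0.01), adjusted over the 7 lists of macrophage-like cells or the tested innate lists of neutrophil-like cells. The lists were the study's TLR, NLR and CLR layers, which the study took from KEGG, plus 81 ribosomal protein symbols and 102 symbols of nuclear oxidative phosphorylation genes; 2 genes of the innate layers were absent from the gene table. The share of cells per class was tested with edgeR on cell numbers, with the cells of a library as its size. Interactions used ~ library + class + group:class. Percentages of the transcriptome are summed UMIs of a list over all UMIs of a class. For the il1b share each cell was thinned at random to 1000 UMIs and cells with fewer were left out. Agreement of the replicate pairs used log2 CPM with a prior count of 2. DESeq2 1.42.0 was run as an alternative. Intervals are 95% Wilson intervals and cover counting error only.

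Genes to be named were fixed before the data were examined. In macrophage-like cells they were the 5 genes with the largest change in each direction among those past the threshold with a mean of at least 50 CPM and the same direction in both replicate pairs, and in other classes the 1 such gene in each direction; no gene met this rule. In addition il1b, tnfa, cxcl8a, il6, myd88, nfkbiaa, nfkbiab, tlr2 and tlr5b were followed whatever their values. Genes called outside the rule are named because there were so few, and were chosen after their values were seen.

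The tests on genes, lists, interactions and shares were tried on simulated data with known answers. For each class, counts were drawn for the real genes from the means, spread and library sizes of the real libraries, and 200 genes above a minimum mean level were changed. At 4-fold, the share recovered was 30.0% (epicardium-like, 4669 genes tested), 31.0% (smooth muscle-like, 3501), 42.5% (neutrophil-like, 2825), 52.5% (endocardium-like, 6974), 61.5% (macrophage-like, 5153), 63.5% (fibroblast-like, 2646), 76.5% (atrial, 8575), 86.0% (ventricular, 7538) and 90.0% (erythrocyte-like, 2470). These shares are by edgeR. At 2-fold it recovered between 0% and 2% in all classes, while DESeq2 recovered between 1 (neutrophil-like) and 65 (erythrocyte-like) of the 200 genes. A list of 20 genes raised 2-fold was recovered in macrophage-like cells (adjusted p 1.25e-09) and neutrophil-like cells (2.25e-08), interactions of 4-fold were recovered for 82.5% to 93.0% of genes, and a class share changed 4-fold was recovered in 100 of 100 draws, with 6 false calls. The draws of shares used a small assumed spread and not that of the libraries, so they test the computation and not its power. Genes of the raised lists lay above the minimum mean level and were drawn independently of each other. The innate lists had fewer tested genes, so the power to see a 2-fold rise in them was not measured.

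Alternatives fixed before the data were examined were DESeq2 or edgeR's RLE factors, no filter on low counts, haemoglobin and mitochondrial genes left out, the replicate number as a block, the same number of cells per library, each library left out in turn, doublet calls kept, a stricter filter on cells (1000 UMIs, 400 genes, 30% mitochondrial UMIs), Leiden resolution 2, each library clustered on its own, adjustment over all classes together, other set tests, other denominators of shares and percentages, other depths of thinning and other prior counts. After the data were seen, 3 were added: the mitochondrial limit applied to mt- symbols only, clusters with over 80% of cells from 1 library left out, and library sizes alone as the scale. The innate lists were also tested in the interactions after the data were seen, with camera and fry. Other tools were Python 3.11.15, R 4.3.3, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, umap-learn 0.5.12, scikit-learn 1.9.0 and matplotlib 3.10.9.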

Results

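Adult zebrafish hearts (Danio rerio, genotype AB) were injected with 4-thiouridine (4sU), a uridine analogue that is built into newly made RNA, and were then either cryoinjured or sham injured. In a cryoinjury a cooled probe kills part of the ventricle, whereas in the sham injury the pericardium was opened and the probe was not applied. Hearts were collected 6 h later, referred to as 6 hpci (hours post cryoinjury) and 6 hps (hours post sham). Several hearts were pooled per library, and single cells were profiled by droplet RNA sequencing, in which unique molecular identifiers (UMIs) count RNA molecules. The counts analysed here hold labeled and unlabeled transcripts together, so every comparison concerns the total transcriptome of a cell and not its newly made fraction.

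The design comprised 2 groups of 2 libraries. The 6 hps libraries held 114879348 UMIs in 19622 barcodes (replicate 1) and 136777379 UMIs in 19534 barcodes (replicate 2). The 6 hpci libraries held 86891164 UMIs in 15971 barcodes (replicate 1) and 114742778 UMIs in 23000 barcodes (replicate 2). The median share of mitochondrial UMIs per barcode was 33.4% and 29.7% in the sham libraries and 27.8% and 46.3% in the cryoinjured libraries. Because of the limit of 50% mitochondrial UMIs, 46.4% of the barcodes of cryoinjured replicate 2 were left out, against 15.7% to 20.01% in the other 3 libraries. Haemoglobin genes took 2.34% and 5.19% of UMIs in the sham libraries and 7.47% and 8.04% in the cryoinjured libraries. After filtering and removal of called doublets, 48876 cells remained, with 13717 and 13895 cells in sham replicates 1 and 2 and 10456 and 10808 cells in cryoinjured replicates 1 and 2. Their median UMI counts per cell were 2443, 3467, 2985.5 and 3156 in the same order. Between any pair of libraries the gene counts differed by 328 to 862 times the sampling variance (chi-square per degree of freedom), so no library was a copy of another. With 2 libraries per group, an exact two-sided permutation test of a single value cannot give a p below 0.33, and this floor applies to every such test here.

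To resolve cell types, cells of the 4 libraries were clustered together, giving 24 clusters. By marker genes fixed beforehand, 17 clusters were named and fell into 9 classes, while 7 clusters with 2605 cells stayed unnamed. The largest classes were ventricular cardiomyocyte-like (18164 cells) and atrial cardiomyocyte-like cells (11814), followed by endocardium-like (4894), erythrocyte-like (3201), macrophage-like (2275), epicardium-like (1656), fibroblast-like (1518), smooth muscle-like (1425) and neutrophil-like cells (1324). Stress or immune genes were among the leading genes of several named clusters: hsp90aa1.1, nppa and nppb in an atrial cluster, fosab in an endocardial cluster, nppb in a smooth muscle cluster, mmp13a in the neutrophil-like cluster, and the complement genes c4 and c6 in the fibroblast-like cluster. In 4 named clusters over 80% of cells came from a single library. They were a smooth muscle cluster (99.0%) and an endocardial cluster (94.1%) of sham replicate 2, a ventricular cluster of cryoinjured replicate 2 (84.2%) and a ventricular cluster of cryoinjured replicate 1 (83.7%).

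The share of each class among all cells was compared first, since injury can change the cellular makeup of the heart. Neutrophil-like cells made up 0.838% (95% Wilson interval 0.699 to 1.01%) and 1.19% (1.03 to 1.39%) of the sham libraries and 8.01% (7.51 to 8.55%) and 1.90% (1.66 to 2.17%) of the cryoinjured libraries, or 1.02% ± 0.252 against 4.96% ± 4.33 (SD, n = 2 per group). The log2 fold change of this share was 2.28 (SE 0.86), higher in both cryoinjured libraries than in both sham libraries, with an edgeR quasi-likelihood unadjusted p of 0.0550 and an adjusted p of 0.464 over the 9 classes. Without cryoinjured replicate 1 it dropped to 0.90. That library alone held 838 of the 1324 neutrophil-like cells, with a median of 13272.5 UMIs per cell against 2808 to 4284.5 in the other libraries. With each library clustered on its own, the order of the groups did not hold. Sham replicate 2 then had 272 neutrophil-like cells of 13895, and cryoinjured replicate 2 had 181 of 10808. Erythrocyte-like cells rose from 4.36% ± 1.65 to 9.34% ± 2.84 (SD, n = 2 per group), with a log2 fold change of 1.1 (SE 0.52) and an edgeR adjusted p of 0.464. The remaining 7 classes had edgeR adjusted p-values of 0.999, with no difference beyond the spread between replicates by this test. Macrophage-like cells, for example, made up 2.14% and 7.19% of the sham libraries and 3.14% and 6.06% of the cryoinjured libraries. The alternative that moved a share the most was leaving out sham replicate 2, which took the log2 fold change of smooth muscle-like cells from 0.06 to 2.34. No class passed the threshold of 0.05 by edgeR, and 0 of the 9 classes had an unadjusted p under it. The Wilson intervals cover counting error only; those of the cryoinjured replicates did not overlap for neutrophil-like cells, so that the spread between replicates exceeded counting error there.

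**Figure D1:**
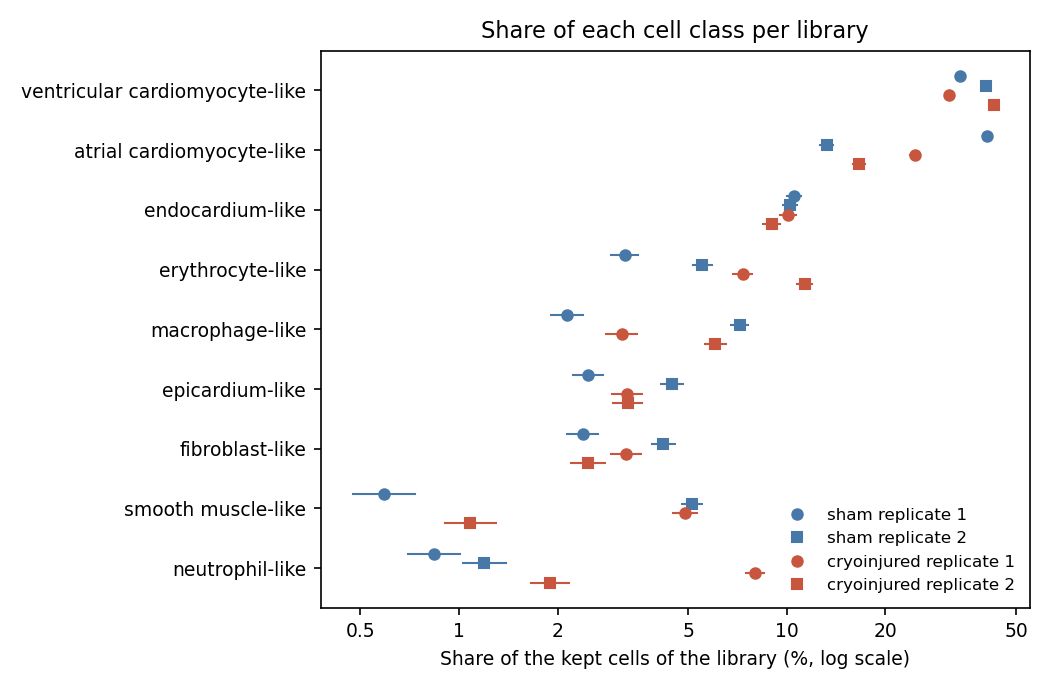
Percent of cells in each of the 9 classes per library (circles replicate 1, squares replicate 2, blue sham, red cryoinjured; bars are 95% Wilson intervals, which cover counting error only). The neutrophil-like share of cryoinjured replicate 1 lies at 8.01%, against 0.838% to 1.90% in the other 3 libraries.

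The next comparison asked which genes of a class differed between 6 hpci and 6 hps. UMI counts were summed per library and class, so that the libraries and not the cells were the replicates. By edgeR's quasi-likelihood test of a model with the group alone and Benjamini-Hochberg adjustment, no gene changed in 8 of the 9 classes. In endocardium-like cells 1 gene changed. With the replicate number as a block, edgeR called 202 genes in atrial, 125 in epicardium-like, 99 in smooth muscle-like and 42 in ventricular cells. It called 15 each in endocardium-like and erythrocyte-like cells, 6 in macrophage-like cells and 0 in fibroblast-like and neutrophil-like cells. Except in these last classes, the number of calls thus depended on this block, for which the labels name no batch. Same-numbered libraries nevertheless deviated alike across genes, with correlations of 0.198 to 0.366. Macrophage-like (-0.00677) and neutrophil-like cells (0.118) lay below that range. Elsewhere the fit with the group alone may therefore miss changes. The counts below are those with the group alone. In macrophage-like cells 0 of the 5560 genes tested by edgeR changed, while 451 had an unadjusted p under 0.05, and DESeq2 called 10 genes. The DESeq2 fits started from all genes with a UMI in the class (18472 in macrophage-like cells) and used its own filter, so the totals given here are those of edgeR only. In neutrophil-like cells 0 of 3173 genes changed by edgeR, with 31 under the unadjusted threshold, and 0 by DESeq2. Among cardiomyocyte-like cells, 0 of 8773 atrial genes (22 by DESeq2, 749 unadjusted) and 0 of 8030 ventricular genes (10 by DESeq2, 420 unadjusted) changed. Epicardium-like cells gave 0 of 4997 (22 by DESeq2, 537 unadjusted), smooth muscle-like cells 0 of 3724 (11 by DESeq2, 276 unadjusted), fibroblast-like cells 0 of 2836 (2 by DESeq2, 171 unadjusted) and erythrocyte-like cells 0 of 2719 (0 by DESeq2, 150 unadjusted). Endocardium-like cells gave 1 of 7459 (5 by DESeq2, 212 unadjusted).

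These counts rested on single libraries. Without cryoinjured replicate 1, edgeR called 552 genes in macrophage-like cells, 590 in epicardium-like cells, 88 in neutrophil-like cells, 80 in smooth muscle-like cells, 76 each in erythrocyte-like and fibroblast-like cells, 56 in atrial cells, 6 in endocardium-like cells and 5 in ventricular cells. Without cryoinjured replicate 2 it called 356 genes in neutrophil-like cells, 71 in epicardium-like cells, 37 in fibroblast-like cells, 28 in smooth muscle-like cells, 25 in erythrocyte-like cells, 22 in macrophage-like cells, 4 each in atrial and endocardium-like cells and 0 in ventricular cells. Leaving out sham replicate 1 gave 45 genes in smooth muscle-like cells, 41 in macrophage-like cells and between 0 and 18 in the other 7 classes. Leaving out sham replicate 2 gave between 0 and 13 genes. In these fits the group with a single library was assumed to vary like the other group. Without cryoinjured replicate 2, the cryoinjured neutrophil-like sum was that of replicate 1 alone, whose droplets may be mixed. In simulated counts with the means and spread of the real libraries, the edgeR test recovered 61.5% of 200 genes changed 4-fold in macrophage-like cells and 42.5% in neutrophil-like cells, but 0.5% of 200 genes changed 2-fold in either class (5153, 2825, 5279 and 2874 genes tested). DESeq2 recovered 12 and 1 of the 200 genes changed 2-fold in these classes. Changes near 2-fold were therefore mostly missed by both tests in these 2 classes.

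The 1 gene called was the immunoglobulin heavy chain segment ighv1-4 (ENSDARG00000096355) in endocardium-like cells, which fell outside the rule for named genes because its mean level was under 50 CPM (UMI counts scaled to a common total per library), and is named because it was the only call. Its levels were 0.134 and 0.417 CPM in the sham libraries and 19.99 and 15.64 CPM in the cryoinjured libraries (log2 fold change 6.34, edgeR adjusted p 0.0413). All 134 of its endocardium-like UMIs in cryoinjured replicate 1 lay in 1 cell, and 78 of 82 in cryoinjured replicate 2 also lay in 1 cell. The value therefore rested on a pair of droplets, and reads could be split among similar members of this gene family, so the call is uncertain.

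Genes of innate immune pathways were examined as lists. From labeled RNA, the study placed Toll-like receptor (TLR), NOD-like receptor (NLR) and C-type lectin receptor (CLR) signaling in macrophage-like cells early after injury. It reported that this response was missed in the same data without the labeling information, and by standard differential expression. The lists here were tested on such total RNA. Following the study's division of each pathway, layer 1&2 holds receptors with their first downstream signaling molecules, and the effector layer holds genes transcribed as a result of pathway activity. In macrophage-like cells none of the 5 innate lists passed the threshold by camera with Benjamini-Hochberg adjustment over 7 lists, although 4 of the 5 had a mean log2 fold change above 0. The CLR effector layer gave a mean of 0.56 over 6 genes, 5 of them higher at 6 hpci (adjusted p 0.155). CLR layer 1&2 gave 0.41 over 5 genes (3 higher, adjusted p 0.229), the TLR effector layer 0.20 over 7 genes (6 higher, adjusted p 0.322), TLR layer 1&2 0.05 over 5 genes (3 higher, adjusted p 0.811) and NLR layer 1&2 -0.32 over 4 genes (1 higher, adjusted p 0.480). The test direction of TLR layer 1&2 turned to lower when sham replicate 2 (adjusted p 0.759) or cryoinjured replicate 2 (adjusted p 0.736) was left out. The 70 genes of the innate lists treated as a single list had 23 tested members in macrophage-like cells, 15 of them higher, with 0 changed over all genes tested, 0 changed when adjusted over the list alone and 1 with an unadjusted p under 0.05. The smallest p adjusted over the list alone was 0.527, for fcer1gl.

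Directions in the macrophage-like class depended on the scaling. With edgeR's TMM factors the median log2 fold change of all genes was -0.01, and with library sizes alone it was -0.53. On that scale the mean of TLR layer 1&2 was -0.46, that of the TLR effector layer -0.32, that of CLR layer 1&2 -0.11 and that of the CLR effector layer 0.04, each at or above the median of all genes, while NLR layer 1&2 at -0.84 lay below it. A rise of these lists was thus a rise relative to the other genes of the class. The fixed limit on mitochondrial UMIs also mattered: with the limit applied to genes with mt- symbols only, CLR layer 1&2 passed the threshold (adjusted p 0.0260, mean 0.78), whereas its adjusted p over all alternatives ranged from 0.0260 to 0.948.

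Ribosomal protein and oxidative phosphorylation genes were tested as well, because the study names both among its upregulated pathways. Ribosomal protein genes were higher at 6 hpci in macrophage-like cells, with a mean log2 fold change of 0.71 and 78 of 82 genes higher (camera adjusted p 9.41e-24). This call held under each library left out (adjusted p 3.64e-26 to 5.38e-11) but not under fry (0.243) or with camera's estimated correlation (0.576), and neither of these tests called any list of this class. With library sizes alone the mean was 0.20 against the median of -0.53. Ribosomal protein genes took 29.0% and 24.3% of the macrophage-like UMIs of the sham libraries and 31.2% and 33.0% of those of the cryoinjured libraries. Nuclear genes of oxidative phosphorylation had a mean log2 fold change of -0.0043 and a median of 0.028, so that mean and median differed in sign, with 52 of 94 genes higher (adjusted p 0.915). Leaving out cryoinjured replicate 1 gave a lower list (adjusted p 0.000371), leaving out cryoinjured replicate 2 a higher list (adjusted p 1.61e-09), and without sham replicate 1 it was higher without a call (adjusted p 0.324). With all 4 libraries it was called higher when doublet calls were kept (adjusted p 0.00709), so its direction depended on the libraries and on the cells used.

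In neutrophil-like cells the TLR effector layer was the only list past the threshold by camera (mean log2 fold change 0.81, 3 of 3 tested genes higher, adjusted p 0.0255 over 4 lists). It was not called under fry (0.937) or with the estimated correlation (0.892), nor without sham replicate 1 (0.0644), sham replicate 2 (0.796) or cryoinjured replicate 2 (0.692), while it was called without cryoinjured replicate 1 (0.00677). CLR layer 1&2 was lower (mean -0.23, 2 genes, adjusted p 0.523) and the CLR effector layer higher (mean 0.59, 2 genes, adjusted p 0.672), without passing the threshold. Without cryoinjured replicate 1 the CLR effector layer was called higher (adjusted p 0.0171) and CLR layer 1&2 turned to higher (mean 0.74, adjusted p 0.154). Without cryoinjured replicate 2 the mean was -2.68 for CLR layer 1&2 and -1.09 for the CLR effector layer. That fit rests on cryoinjured replicate 1 alone, where neutrophil markers took a lower percent of neutrophil-like UMIs (0.310%) than in any other library. TLR layer 1&2 gave a mean of 0.10 and a median of 0.42, with a test direction of lower (adjusted p 0.803). That direction turned to higher without sham replicate 1 (adjusted p 0.787) or cryoinjured replicate 1 (adjusted p 0.154). The NLR layer had under 2 genes past the filter and was not tested. Of the 70 genes of the fixed list, 10 were tested in neutrophil-like cells and 7 were higher, with 0 changed over all genes tested, 0 changed when adjusted over the list alone and 0 with an unadjusted p under 0.05. The smallest p adjusted over the list alone was 0.427, for cxcl8a.

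Named in advance, 9 genes of the innate response were followed in both classes. In macrophage-like cells il1b (ENSDARG00000098700) stood at 112 ± 27.1 CPM in sham and 95.8 ± 5.03 CPM in cryoinjured libraries (SD, n = 2 per group), with a TMM-scaled log2 fold change of 0.29 (SE 0.43, edgeR adjusted p 0.941). The largest change of the 9 genes in this class was that of il6 (ENSDARG00000102318), at 9.87 ± 1.33 against 13.1 ± 1.98 CPM and a log2 fold change of 0.95 (SE 0.42, edgeR unadjusted p 0.0511, adjusted p 0.616), positive under each library left out (0.80 to 1.25). The log2 fold changes of nfkbiaa, tnfa, nfkbiab, cxcl8a and tlr5b were 0.54, 0.41, 0.40, 0.23 and 0.17, and that of myd88 was -0.37, with SEs from 0.39 to 0.66 and edgeR adjusted p-values from 0.839 to 0.970. With library sizes alone il1b (-0.23), cxcl8a (-0.29), tlr5b (-0.34), nfkbiab (-0.11) and tnfa (-0.10) turned negative. The sign of myd88 changed without sham replicate 2 (0.75) or cryoinjured replicate 1 (0.13), and that of tlr5b without sham replicate 2 (-0.24) or cryoinjured replicate 2 (-0.098). In neutrophil-like cells cxcl8a had the largest change (57.2 ± 14.3 against 96.5 ± 42.3 CPM, log2 fold change 1.09, SE 0.49, edgeR adjusted p 0.999), and it was called only without cryoinjured replicate 1 (1.42, adjusted p 0.0340). There il1b (0.16), nfkbiaa (0.03) and nfkbiab (0.47) had log2 fold changes below their SEs of 0.63 to 0.79. Without cryoinjured replicate 2 these became -1.27, -1.30 and -0.50, and without sham replicate 2 il1b and nfkbiaa became -0.27 and -0.13. For tlr5b the value was -0.65 (SE 0.81), which turned to 0.04 without sham replicate 1, 0.13 without cryoinjured replicate 1 and -2.21 without cryoinjured replicate 2. Fits without cryoinjured replicate 2 rest on cryoinjured replicate 1 alone. In its neutrophil-like cells, neutrophil markers took 0.310% of UMIs, against 0.825% to 2.92% in the other libraries. At Leiden resolution 2, 506 of its 838 neutrophil-like cells became unnamed, so these negative values are uncertain. Under the filter on low counts il6, myd88 and tnfa were not tested in neutrophil-like cells. No UMI of tlr2 was counted in either class.

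**Figure D2:**
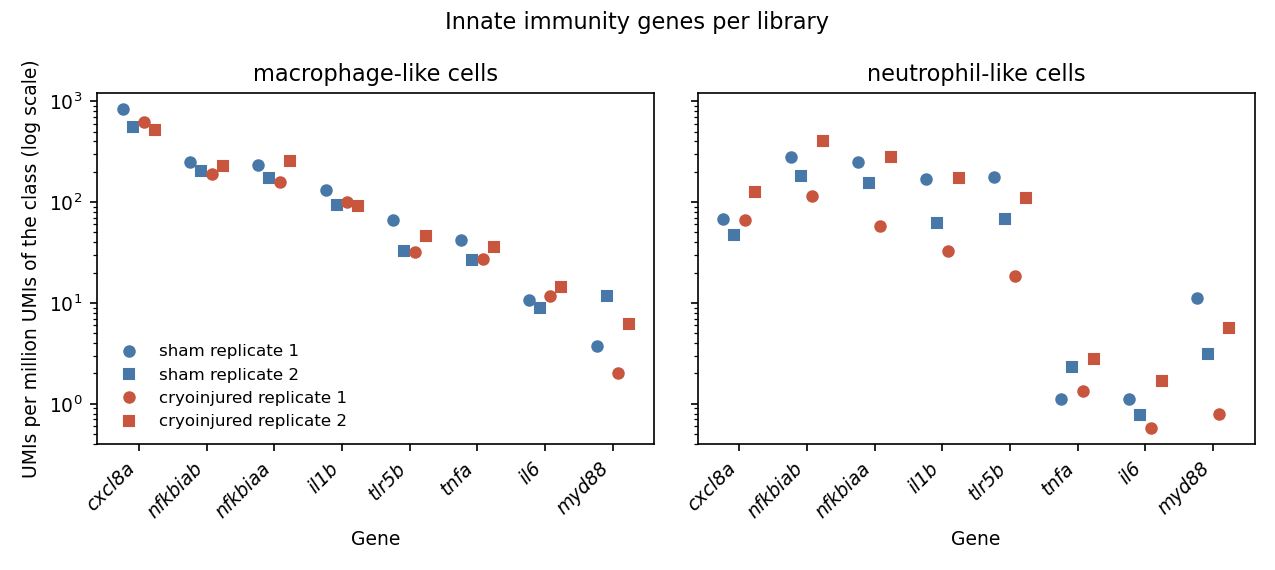
Level in CPM of the named innate genes in macrophage-like and neutrophil-like cells per library (circles replicate 1, squares replicate 2, blue sham, red cryoinjured), with tlr2 left out because it had 0 UMIs in every library. In neutrophil-like cells il1b lies at 32.6 and 173 CPM in the cryoinjured libraries and at 169 and 61.7 CPM in the sham libraries, so the groups overlap.

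The study followed TLR activity in its scRNA-seq atlas as the cumulative expression of pathway layers in percent of the transcriptome. A related measure was taken here, the summed UMIs of a layer over all UMIs of a class in a library. It is not an average over cells. Unlike in the study, macrophage-like cells were not split by their use of a gene expression program. The comparator also differed: the atlas set cryoinjured hearts against uninjured hearts, whereas sham-injured hearts were used here. The study does not exclude an injury-like response, possibly a weaker one, to the injection that both groups here received. The values below therefore do not test the study's comparison with uninjured hearts. In macrophage-like cells TLR layer 1&2 took 0.00935% ± 0.00268 of UMIs in sham and 0.00695% ± 0.00169 in cryoinjured libraries (SD, n = 2 per group, exact permutation p 0.667), a difference within the spread between replicates. Receptors alone (TLR layer 1) took 0.00582% ± 0.00262 against 0.00477% ± 0.00127, and the TLR effector layer 0.0924% ± 0.0287 against 0.0782% ± 0.00888, both with an exact permutation p of 0.667. Neutrophil-like cells likewise overlapped between groups for layer 1&2, at 0.0157% ± 0.00896 against 0.00927% ± 0.00864 (SD, n = 2 per group, exact permutation p 0.667). Outside these leukocytes, layer 1&2 took a lower percent in both cryoinjured libraries than in both sham libraries in 6 of 7 classes, at an exact permutation p of 0.33 each, the smallest that 2 against 2 libraries allow. In endocardium-like cells, for example, it fell from 0.00468% ± 0.00099 to 0.00303% ± 0.000424, and in atrial cells from 0.00212% ± 4.24e-05 to 0.00123% ± 5.16e-05. Erythrocyte-like cells were the exception (0.000387% ± 2.77e-05 against 0.000446% ± 0.000269). Some of these percentages rest on few UMIs of the list. There were 9 and 24 in fibroblast-like cells of cryoinjured replicates 1 and 2, and 10 in smooth muscle-like cells of cryoinjured replicate 2. With library sizes alone as the scale, the median log2 fold change of all tested genes was also negative in the 6 classes (-0.30 to -0.83). Leaving out haemoglobin and mitochondrial genes from the denominator kept 6 of the 7 classes. In neutrophil-like cells the difference of layer 1&2 changed from -0.00648 to 0.00395 percentage points with a Leiden resolution of 2 and to 0.00610 under the stricter filter on cells, which left 27 and 24 such cells in the sham libraries, fewer than the 30 required for gene tests.

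**Figure D3:**
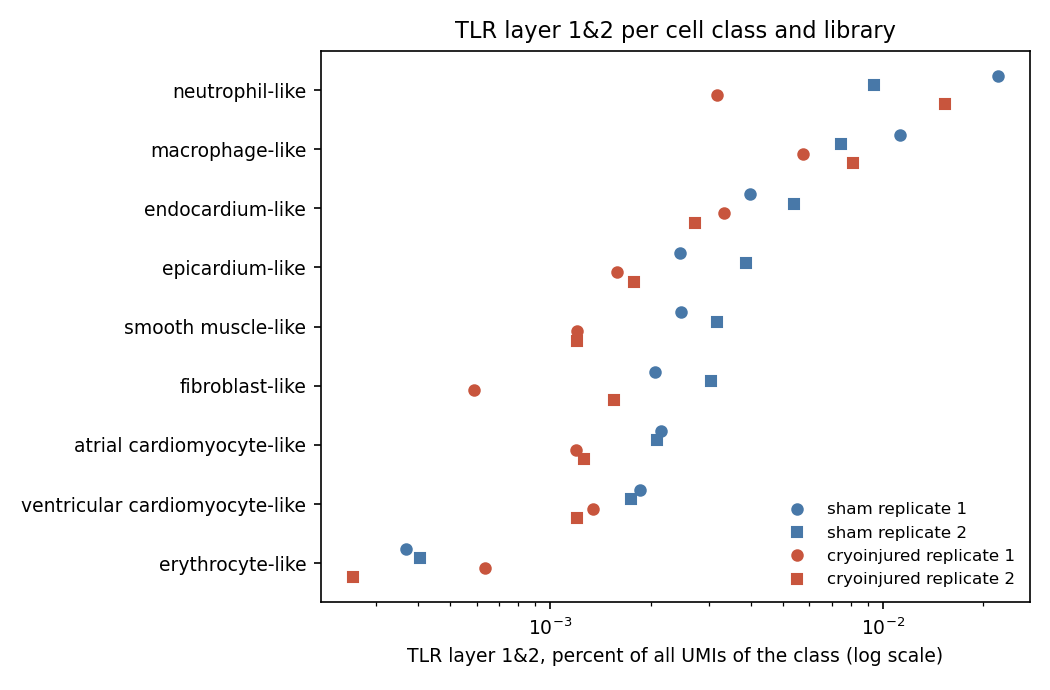
TLR layer 1&2 in percent of all UMIs of each class per library (circles replicate 1, squares replicate 2, blue sham, red cryoinjured). Both cryoinjured libraries lie below both sham libraries in 6 of the 7 classes that are not leukocytes, while the groups overlap in macrophage-like and neutrophil-like cells. Some points rest on few UMIs, such as 9 in fibroblast-like cells of cryoinjured replicate 1.

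The study took il1b in tissue sections to stand for its injury-responsive gene expression program, so the share of cells with an il1b UMI was also compared, after thinning each cell to 1000 UMIs. In macrophage-like cells it was 12.6% (95% Wilson interval 9.30 to 16.9%) and 10.9% (9.13 to 12.996%) in the sham libraries and 9.27% (6.53 to 12.99%) and 8.40% (6.51 to 10.8%) in the cryoinjured libraries. The group means were 11.77% ± 1.21 and 8.83% ± 0.614 (SD, n = 2 per group), a difference of -2.94 percentage points with an exact permutation p of 0.33, and the intervals of the libraries overlapped. The order of this share went with the raw CPM of il1b but against its TMM-scaled log2 fold change, so no order between the groups was read from it. Without thinning, the shares were 42.1% ± 4.48 and 29.4% ± 3.27, and this setting moved the difference the most (-12.6 percentage points). In cells that should lack il1b, the thinned share was 0.352% ± 0.165 and 0.205% ± 0.0828 for cardiomyocyte-like cells and 0.0651% ± 0.0921 and 0.150% ± 0.213 for erythrocyte-like cells, in sham and cryoinjured libraries. Before thinning, the median depth was 4361.5 to 7291 UMIs in macrophage-like cells, 3843 to 7274 in erythrocyte-like cells and 1858 to 2327 in cardiomyocyte-like cells. Cells under 1000 UMIs, which occurred only in cryoinjured replicate 1, were left out: 15 macrophage-like, 20 neutrophil-like, 102 erythrocyte-like and 1750 cardiomyocyte-like cells. In neutrophil-like cells the thinned share was 19.1% and 7.83% in the sham libraries and 6.48% and 26.8% in the cryoinjured libraries, a spread within each group wider than the difference between them.

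**Figure D4:**
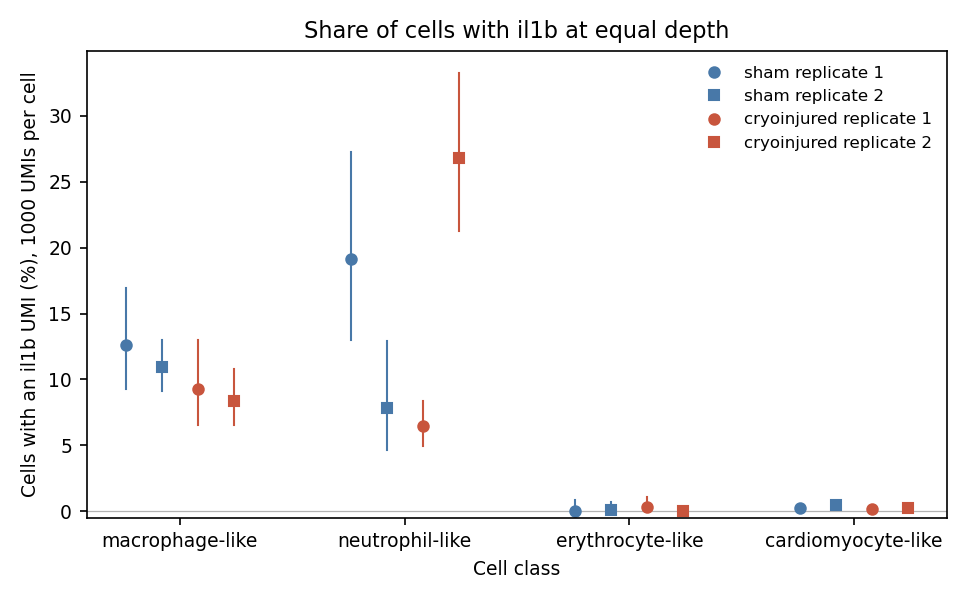
Percent of cells with an il1b UMI after thinning to 1000 UMIs per cell, by class and library (circles replicate 1, squares replicate 2, blue sham, red cryoinjured; bars are 95% Wilson intervals). Macrophage-like cells lie at 12.6% and 10.9% in sham and 9.27% and 8.40% in cryoinjured libraries, with cardiomyocyte-like and erythrocyte-like cells near 0 as the background.

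The study analysed its replicates as separate pairs of libraries, so the log2 fold changes of replicate 1 were set against those of replicate 2; these pairs share no library. Across genes, which are not independent replicates, Pearson's r was -0.0084 in macrophage-like cells (5560 genes, Spearman 0.024) and -0.258 in neutrophil-like cells (3173 genes, Spearman -0.274). It was 0.384 in atrial, 0.327 in epicardium-like, 0.303 in smooth muscle-like, 0.176 in ventricular, 0.161 in fibroblast-like, 0.123 in endocardium-like and 0.114 in erythrocyte-like cells. In macrophage-like cells 65.8% of genes had the same sign in both pairs, a share that includes the common shift of the scale. The largest moves came from exchanging the partners, to -0.259 in endocardium-like cells and 0.00071 in atrial cells. In neutrophil-like cells clustering each library on its own moved r the most, to -0.605.

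Whether the response of macrophage-like cells differed from that of another class was tested as an interaction, with each library as its own block. Against neutrophil-like cells 1 of 4914 genes differed, against fibroblast-like cells 1 of 4900, and against endocardium-like cells 0 of 8154 (edgeR, adjusted p threshold 0.05). The unadjusted counts were 299, 573 and 463, and DESeq2 gave 1, 2 and 0 genes in the same order. The gene against neutrophil-like cells was gstm.3 (ENSDARG00000088116, log2 difference -4.11, SE 0.54, edgeR adjusted p 0.0300), at 184 and 169 CPM in sham and 22.9 and 16.0 CPM in cryoinjured macrophage-like cells, and at 136 and 32.4 against 132 and 167 CPM in neutrophil-like cells. The gene against fibroblast-like cells was krt15 (ENSDARG00000036840, log2 difference -2.01, SE 0.31, edgeR adjusted p 0.0270), at 53.3 and 201 against 30.6 and 43.2 CPM in macrophage-like cells and at 80.6 and 361 against 185 and 385 CPM in fibroblast-like cells. Both are named because they were the only calls, and both were among the leading genes of the epicardium-like cluster. None of the tested genes of the innate lists differed in any of the 3 comparisons. As lists, a test added after the data were seen, they gave camera adjusted p-values of 0.239 to 0.920 over the 5 lists of each comparison. Against fibroblast-like cells the log2 differences of 4 lists leaned towards macrophage-like cells, against a median of 0.05 for all genes. In TLR layer 1&2, 5 of 5 genes were above 0 (median 1.03), and in the TLR effector layer 5 of 6 (1.08). In CLR layer 1&2 it was 4 of 4 (0.88) and in the CLR effector layer 5 of 5 (1.08). NLR layer 1&2 leaned less (3 of 5, median 0.20, mean 0.02, camera adjusted p 0.920). Some genes are in more than 1 of these lists. By fry only CLR layer 1&2 against fibroblast-like cells passed the threshold (adjusted p 0.0106), which camera did not call (0.239). Leaving out a library changed these counts, to between 1 and 126 against neutrophil-like cells, between 1 and 142 against endocardium-like cells and between 0 and 67 against fibroblast-like cells. The highest counts came without cryoinjured replicate 2, cryoinjured replicate 1 and sham replicate 1, respectively, and 0 genes against fibroblast-like cells were called without cryoinjured replicate 2.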

Values the study reported

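The study counted 116 and 187 neutrophils in its 6 hps datasets, the first for its main pair of libraries and the second for its replicate pair.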

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

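The test of epicardium markers across classes and the count of epithelial markers with no CPM added were chosen only after their values had been seen, and the other tests before, but on patterns that had already been noticed in the same data.

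The response of 2 genes differed between macrophage-like cells and another class in a test of the interaction. They were gstm.3 against neutrophil-like cells (log2 difference -4.11) and krt15 against fibroblast-like cells (log2 difference -2.01), and both were leading genes of the epicardium-like cluster. A candidate explanation is RNA of epicardium-like cells in the droplets of other classes, which would move the other epicardium markers the same way. Their median interaction was -1.31 over 4 markers against neutrophil-like cells, with 4 below 0, and -1.002 over 7 markers against fibroblast-like cells, with 6 below 0. With gstm.3 left out, epicardium markers together took 0.0161% and 0.0429% of the UMIs of macrophage-like cells in the sham libraries and 0.00897% and 0.0112% in the cryoinjured libraries. Free RNA of epicardium-like cells in all droplets of a library would lower the markers in most classes. Without gstm.3 they were lower in both cryoinjured libraries in 1 of the 7 other classes (atrial cells), which argues against that source, while the groups overlapped in 5 and neutrophil-like cells lay slightly higher (0.0137% and 0.0198% in sham, 0.0201% and 0.0280% in cryoinjured libraries). The markers thus moved together in macrophage-like cells, as droplets with RNA of both cell types would give, and a response of the same genes in macrophages stays open and was not tested apart from it. Neither count was stable: 0 genes differed from neutrophil-like cells with doublet calls kept, and 0 from fibroblast-like cells at Leiden resolution 2 or under the stricter filter on cells.

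An unnamed cluster of 109 cells came from cryoinjured replicate 2 alone, where it made up 1.01% of cells, while the other 3 libraries had 0 cells in it. It was outside every comparison because it had too few markers of any class, and its leading genes included krt5, krt91 and icn2. Cells of surface epithelium from outside the heart, picked up during dissection, are a candidate source. Of 10 markers of surface epithelium that leave out the leading genes of the cluster, 5 were at least 2-fold above the mean of the other clusters with 50 CPM added to both. Among them epcam stood at 172 CPM against 0.0709 and agr1 at 255 CPM against 0.315, whereas krtt1c19e had 0 UMIs in the cluster. The added 50 CPM keeps scarce markers from passing: cdh1 (27.5 CPM against 0.166), cldni (19.6 against 0.402), cldne (13.05 against 0.0308) and tp63 (4.35 against 0.514) were also higher, so that with no CPM added 9 of 10 markers were at least 2-fold above the other clusters. This is what surface epithelium would give. Whether these cells came with the dissection or with the injury was not tested, since the other cryoinjured library had no such cell.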

How the results depend on the processing

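The alternatives with the limit on genes with mt- symbols, with clusters mostly of 1 library left out and with library sizes alone were chosen only after the data were seen. For 82 results, 1062 values under alternatives were computed, and the cause of a change was not tested unless a reason is given. Outside the fits that leave out a library, the tests of lists kept their test direction and their side of the threshold in 113 values, reversed in 19 (2 of these with a new call), lost a call in 5 and gained one with the same direction in 2. For lists, higher and lower are the direction of the test against the other genes of the class, and the mean is given where its sign differs. Log2 fold changes of shares kept their sign in 56 values and reversed in 19, and those of named genes kept theirs in 136 and reversed in 20. Numbers of changed genes stayed within 1.5 times in 84 values and moved in 29. TLR percentages moved by less than the spread between replicates in 134 values and by more in 46, and Pearson's r of the pairs moved by under 0.1 in 59 and by more in 18. The log2 fold change of the share of cells was positive for neutrophil-like and erythrocyte-like cells in all fits, and the difference in the il1b-positive share was negative in all settings.

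With each library left out in turn, the number of genes changed ranged from 0 to 56 in atrial cells, 1 to 11 in endocardium-like cells, 12 to 590 in epicardium-like cells, 0 to 76 in erythrocyte-like cells, 5 to 76 in fibroblast-like cells, 13 to 552 in macrophage-like cells, 1 to 356 in neutrophil-like cells, 12 to 80 in smooth muscle-like cells and 0 to 13 in ventricular cells. The number of genes whose response differed from that of macrophage-like cells ranged from 1 to 142 against endocardium-like cells, 0 to 67 against fibroblast-like cells and 1 to 126 against neutrophil-like cells. For macrophage-like cells the adjusted p ranged from 0.324 to 0.759 for TLR layer 1&2 and 1.61e-09 to 0.759 for nuclear oxidative phosphorylation. For neutrophil-like cells the adjusted p ranged from 0.0171 to 0.817 for the CLR effector layer, 0.0296 to 0.817 for CLR layer 1&2, 0.00677 to 0.796 for the TLR effector layer and 0.0688 to 0.787 for TLR layer 1&2. The log2 fold change of the share of cells changed sign in 6 classes, with ranges of -0.99 to 0.64 for atrial cells, -0.46 to 0.40 for epicardium-like cells, -0.55 to 0.26 for fibroblast-like cells, -0.64 to 1.11 for macrophage-like cells, -1.40 to 2.34 for smooth muscle-like cells and -0.25 to 0.21 for ventricular cells. Named genes in macrophage-like cells had log2 fold changes of -1.48 to 0.75 for myd88 and -0.24 to 0.94 for tlr5b. Named genes in neutrophil-like cells had log2 fold changes of 0.73 to 1.42 for cxcl8a, -1.27 to 0.90 for il1b, -1.30 to 0.74 for nfkbiaa, -0.50 to 1.07 for nfkbiab and -2.21 to 0.13 for tlr5b. A group with a single library was assumed to vary like the other group in these fits.

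With DESeq2, the number of genes changed was 22 in atrial cells, 5 in endocardium-like cells, 22 in epicardium-like cells, 2 in fibroblast-like cells, 10 in macrophage-like cells, 11 in smooth muscle-like cells and 10 in ventricular cells. The interaction tests called 2 genes against fibroblast-like cells. With no filter on low counts, which adds genes with few counts to each test, the number of genes changed was 96 in atrial cells, 14 in endocardium-like cells, 41 in epicardium-like cells, 14 in fibroblast-like cells, 31 in macrophage-like cells, 2 in neutrophil-like cells, 20 in smooth muscle-like cells and 34 in ventricular cells. Interactions were called for 9 genes against endocardium-like cells, 49 against fibroblast-like cells and 14 against neutrophil-like cells. For macrophage-like cells NLR layer 1&2 turned to higher (mean -0.28, adjusted p 0.948) and nuclear oxidative phosphorylation turned to higher (mean -0.13, adjusted p 0.948). In neutrophil-like cells the CLR effector layer turned to lower (mean 0.35, adjusted p 0.792), CLR layer 1&2 turned to higher (adjusted p 0.892) and the TLR effector layer was no longer called (adjusted p 0.727). With haemoglobin and mitochondrial genes left out, the interaction tests called 15 genes against fibroblast-like cells and 2 against neutrophil-like cells. With the same number of cells per library, which leaves fewer counts, the number of genes changed was 0 in endocardium-like cells and 2 in smooth muscle-like cells. With the adjustment over all classes together, the number of genes changed was 0 in endocardium-like cells. With library sizes alone as the scale, the number of genes changed was 0 in endocardium-like cells. For neutrophil-like cells TLR layer 1&2 turned to higher (mean -0.21, adjusted p 0.872). Log2 fold changes in macrophage-like cells turned to -0.29 for cxcl8a, -0.23 for il1b, -0.11 for nfkbiab, -0.34 for tlr5b and -0.10 for tnfa. Named genes of neutrophil-like cells took log2 fold changes of -0.18 for il1b and -0.28 for nfkbiaa.

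Under fry, in macrophage-like cells the ribosomal protein list was no longer called (adjusted p 0.243). For neutrophil-like cells the TLR effector layer was no longer called (adjusted p 0.937). With camera's estimated correlation, in macrophage-like cells the ribosomal protein list was no longer called (adjusted p 0.576). For neutrophil-like cells the TLR effector layer was no longer called (adjusted p 0.892). Over all alternatives, leaving out libraries included, the adjusted p in macrophage-like cells ranged from 0.0636 to 0.988 for the CLR effector layer, 0.0260 to 0.948 for CLR layer 1&2, 0.228 to 0.948 for NLR layer 1&2, 0.0791 to 0.7001 for the TLR effector layer, 0.319 to 0.989 for TLR layer 1&2, 1.61e-09 to 0.987 for nuclear oxidative phosphorylation and 4.19e-27 to 0.576 for ribosomal proteins. In neutrophil-like cells it ranged from 0.0171 to 0.993 for the CLR effector layer, 0.0296 to 0.993 for CLR layer 1&2, 1.12e-06 to 0.937 for the TLR effector layer and 0.0314 to 0.937 for TLR layer 1&2.

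With doublet calls kept, the number of genes changed was 0 in endocardium-like cells. Interactions were called for 0 genes against neutrophil-like cells. In macrophage-like cells nuclear oxidative phosphorylation turned to higher and was called (adjusted p 0.00709). For neutrophil-like cells TLR layer 1&2 turned to higher (adjusted p 0.834). Log2 fold changes of shares became 0.13 for atrial cells. TLR layer 1 differed by -0.000122 percentage points in atrial cells, -0.000265 in epicardium-like cells and -2.61e-05 in ventricular cells. TLR layer 1&2 differed by -0.000690 in atrial cells and -0.000620 in ventricular cells. The TLR effector layer differed by -0.000106 in atrial cells, 0.00454 in epicardium-like cells and -0.00203 in smooth muscle-like cells. Pearson's r of the pairs became 0.447 in epicardium-like cells. No fibroblast-like class formed in that setting, and 12929 cells stayed unnamed.

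Under the stricter filter on cells, the number of genes changed was 0 in endocardium-like cells. The interaction tests called 0 genes against fibroblast-like cells. In macrophage-like cells the CLR effector layer turned to lower (adjusted p 0.979), the TLR effector layer turned to lower (adjusted p 0.535) and nuclear oxidative phosphorylation turned to higher (adjusted p 0.265). The share of cells had a log2 fold change of 0.014 for epicardium-like cells, 0.29 for macrophage-like cells, -0.79 for smooth muscle-like cells and -0.24 for ventricular cells. The difference in the il1b-positive share became -6.14 percentage points. The difference in TLR layer 1 was -0.000301 percentage points in atrial cells, -0.000672 in epicardium-like cells, -8.49e-05 in erythrocyte-like cells, -6.40e-05 in fibroblast-like cells and 0.00604 in neutrophil-like cells. The difference in TLR layer 1&2 was -0.000684 in atrial cells, -0.000465 in erythrocyte-like cells, 0.00610 in neutrophil-like cells, -0.000902 in smooth muscle-like cells and -0.000640 in ventricular cells. The difference in the TLR effector layer was -0.0509 in macrophage-like cells. Pearson's r of the pairs became 0.244 in atrial cells, 0.00172 in endocardium-like cells, 0.236 in erythrocyte-like cells and 0.000264 in fibroblast-like cells. Log2 fold changes in macrophage-like cells turned to -0.25 for cxcl8a, -0.29 for il1b, -0.050 for nfkbiaa, -0.15 for tlr5b and -0.15 for tnfa. Both sham libraries then held fewer than 30 neutrophil-like cells, so that class has no gene results there.

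At Leiden resolution 2, interactions were called for 0 genes against fibroblast-like cells and 3 against neutrophil-like cells. For macrophage-like cells the TLR effector layer turned to lower (adjusted p 0.624), TLR layer 1&2 turned to lower (adjusted p 0.624) and nuclear oxidative phosphorylation turned to higher (adjusted p 0.355). In neutrophil-like cells CLR layer 1&2 turned to higher (adjusted p 0.841) and TLR layer 1&2 turned to higher (adjusted p 0.883). Log2 fold changes of shares became 0.20 for macrophage-like cells, -0.59 for smooth muscle-like cells and -0.020 for ventricular cells. The difference in the il1b-positive share became -4.27 percentage points. TLR layer 1 differed by -0.000107 percentage points in atrial cells and 0.00270 in neutrophil-like cells. TLR layer 1&2 differed by -0.000736 in atrial cells, 0.00395 in neutrophil-like cells, -0.00122 in smooth muscle-like cells and -0.000409 in ventricular cells. The TLR effector layer differed by -0.000169 in atrial cells, -0.0470 in macrophage-like cells and 0.0254 in neutrophil-like cells. Named genes of macrophage-like cells took log2 fold changes of -0.22 for cxcl8a, -0.20 for il1b, -0.20 for tlr5b and -0.099 for tnfa. Log2 fold changes in neutrophil-like cells turned to 0.32 for tlr5b. With each library clustered on its own, for neutrophil-like cells CLR layer 1&2 turned to higher (adjusted p 0.517) and TLR layer 1&2 turned to higher (adjusted p 0.477). The share of cells had a log2 fold change of 0.43 for atrial cells, 0.16 for endocardium-like cells and 0.23 for epicardium-like cells. The difference in TLR layer 1 was -5.80e-05 percentage points in atrial cells and -3.47e-05 in ventricular cells. The difference in TLR layer 1&2 was -0.000768 in atrial cells. The difference in the TLR effector layer was 0.000530 in atrial cells, 0.0188 in neutrophil-like cells and -0.000136 in ventricular cells. Pearson's r of the pairs became -0.00994 in endocardium-like cells, 0.101 in epicardium-like cells, -0.0292 in erythrocyte-like cells and -0.605 in neutrophil-like cells. The CLR effector layer of neutrophil-like cells had under 2 genes at resolution 2. No macrophage-like or fibroblast-like class formed in sham replicate 1 when it was clustered alone, so results on these classes have no value in that setting.

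With the mitochondrial limit applied to mt- symbols only, the number of genes changed was 0 in endocardium-like cells. The interaction tests called 7 genes against fibroblast-like cells and 0 against neutrophil-like cells. In macrophage-like cells CLR layer 1&2 was called higher (adjusted p 0.0260). For neutrophil-like cells the CLR effector layer was called higher (adjusted p 0.0318), CLR layer 1&2 turned to higher (adjusted p 0.462) and TLR layer 1&2 turned to higher and was called (adjusted p 0.0314). Log2 fold changes of shares became 0.33 for atrial cells and -0.30 for ventricular cells. The difference in the il1b-positive share became -4.18 percentage points. TLR layer 1 differed by -0.000166 percentage points in atrial cells. TLR layer 1&2 differed by -0.00125 in smooth muscle-like cells and -0.000657 in ventricular cells. The TLR effector layer differed by 0.0218 in neutrophil-like cells. Pearson's r of the pairs became -0.0530 in erythrocyte-like cells and -0.134 in neutrophil-like cells. Named genes of neutrophil-like cells took log2 fold changes of 0.18 for tlr5b. With clusters mostly of 1 library left out, interactions were called for 1 gene against endocardium-like cells. The share of cells had a log2 fold change of 0.086 for endocardium-like cells and -0.70 for ventricular cells. The difference in TLR layer 1 was -0.000260 percentage points in endocardium-like cells. The difference in TLR layer 1&2 was -0.000587 in endocardium-like cells. The difference in the TLR effector layer was 0.00344 in endocardium-like cells.

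With haemoglobin and mitochondrial genes left out of the denominator, which makes every percentage larger, TLR layer 1 differed by -0.000305 percentage points in atrial cells and -7.97e-05 in ventricular cells. TLR layer 1&2 differed by -0.00125 in atrial cells, -0.00199 in smooth muscle-like cells and -0.000773 in ventricular cells. With erythrocyte-like and cardiomyocyte-like cells left out of the denominator of shares, log2 fold changes of shares became 0.11 for macrophage-like cells. With TMM on the cell counts, the share of cells had a log2 fold change of -0.18 for ventricular cells. With cells thinned to 2000 UMIs, the difference in the il1b-positive share became -6.52 percentage points. Without thinning, the difference in the il1b-positive share became -12.6 percentage points. With the partners of the pairs exchanged, Pearson's r of the pairs became 0.000711 in atrial cells, -0.259 in endocardium-like cells, 0.0466 in epicardium-like cells, -0.0902 in erythrocyte-like cells, -0.0834 in fibroblast-like cells, -0.0160 in smooth muscle-like cells and -0.109 in ventricular cells.

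The labels give both groups replicates 1 and 2 but name no batch, and with 2 pairs the numbers were not taken to pair the libraries. The deviations of same-numbered libraries from their group means had correlations across genes of -0.00677 in macrophage-like cells, 0.118 in neutrophil-like cells and 0.198 to 0.366 in the other 7 classes. With the replicate block, the number of genes changed was 202 in atrial cells, 15 in endocardium-like cells, 125 in epicardium-like cells, 15 in erythrocyte-like cells, 6 in macrophage-like cells, 99 in smooth muscle-like cells and 42 in ventricular cells. Log2 fold changes of shares became 0.15 for macrophage-like cells and -0.011 for ventricular cells. Log2 fold changes in neutrophil-like cells turned to -0.11 for il1b and -0.29 for nfkbiaa. In this fit 0 genes changed in fibroblast-like and neutrophil-like cells, as without the block. It changed no call of a gene list.

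Several limits apply to these results. Only 4 to 7 genes per innate list passed the filter in macrophage-like cells and 2 or 3 in neutrophil-like cells, and simulated changes of 2-fold were recovered for at most 2% of genes by edgeR (DESeq2 recovered 1 to 65 of 200 per class). Sham replicate 1 held 115 and sham replicate 2 held 166 neutrophil-like cells, so the levels of their scarcer genes rest on few UMIs. With doublet calls kept and the cells clustered anew they held 116 and 187, the numbers that the study counted, while cryoinjured replicate 1 held 591 in place of 838. Of these 838 cells, 506 became unnamed at Leiden resolution 2, so neutrophil-like results that rest on that library are uncertain.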

Other observations

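The test on replicate numbers was chosen only after its pattern and part of its values had been seen. The comparison of TLR genes with lists of like abundance was chosen after the trend with abundance had been seen but before its own value.

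By adjusted calls of fits without a block, more genes differed between replicate numbers than between groups. With the libraries split by number, edgeR called 108 genes in ventricular, 42 in atrial and 33 in endocardium-like cells, and between 0 and 8 in the other 6 classes, against 1 gene in all 9 classes between cryoinjured and sham libraries. The remaining split of the 4 libraries gave 1 gene in atrial cells and 0 elsewhere. By unadjusted p under 0.05, the groups gave more genes than the numbers in atrial (749 against 703), epicardium-like (537 against 391) and macrophage-like cells (451 against 224). In the other classes the numbers gave more. With the replicate number as a block, the groups differed in 202 atrial, 42 ventricular and 15 endocardium-like genes. Of the 108 ventricular genes, 80 were tested in endocardium-like cells and 95% of them differed the same way there, as a difference of whole libraries would give. The 5 ventricular genes with the smallest adjusted p were BX323861.3 (log2 fold change -11.25), actc1a (-6.17, for 1 of its identifiers), si:ch211-190k17.19 (-10.09), BX901942.1 (-6.84) and adgre10 (-4.50). A difference in fish stock or family between the replicate experiments is a candidate explanation, as are batches of library preparation, and the labels name neither. No test separates them here.

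Ribosomal protein genes rose in macrophage-like cells of cryoinjured hearts by a mean of 0.71 on the log2 scale. Less the median of all genes the value was 0.724, and in the 8 other classes it was above 0 in 8, with a median of 0.443 and a range of 0.0764 to 0.913. A shift of all cells of a library is thus a candidate explanation, and a response of macrophages alone would not give it. In all 9 classes abundant genes also rose against scarce genes (Spearman 0.221 to 0.349 across genes, which are not independent). The list's mean lay at the 99.98 percentile of 10000 lists of the same size matched on mean expression, whose median was 0.48. Such lists of random genes leave out the correlation among ribosomal protein genes. With that correlation estimated, camera did not call the list (adjusted p 0.576). The percentile therefore does not decide whether that trend was the whole cause. An effect of injury on all cell types and a technical difference between the libraries both stay open, because each group has 2 libraries and fry did not call the list (adjusted p 0.243).

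Neutrophil-like cells of cryoinjured replicate 1 had a median of 13272.5 UMIs, against 2808 to 4284.5 in the other libraries, and their share was highest there. Droplets holding RNA of several cell types may raise both. Markers of 3 of the 8 other classes took their highest percent in that library, but little above the next library (erythrocyte 7.70% against 6.70%, ventricular 1.31% against 1.27%, smooth muscle 0.0611% against 0.0593%), while markers of neutrophils took 0.310% against 0.825% to 2.92%. This does not decide it, as 5 classes lay within or below the range of the other libraries. At Leiden resolution 2, 506 of these 838 cells became unnamed, 501 of them in a cluster of 1160 cells with 949 from cryoinjured replicate 1, led by hbba2, hbaa1, acta2 and tnnc1b. The cells that became unnamed had a median of 18403.5 UMIs, and those called neutrophil-like at both resolutions 5283. The neutrophil-like share of that library should therefore be read with care, and an influx of neutrophils after injury stays open.

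The immunoglobulin gene ighv1-4 was the only gene called between the groups by edgeR with the group alone in the model, in endocardium-like cells. Free RNA of antibody-producing cells in all droplets would raise it in most classes, but its CPM was higher in both cryoinjured libraries in 1 of the 8 other classes, which argues against that source. Its endocardium-like UMIs lay almost wholly in 1 cell of each cryoinjured library, so single droplets that hold an antibody-producing cell stay open and were not tested.

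Outside leukocytes, TLR layer 1&2 took a lower percent of the transcriptome in both cryoinjured libraries in 6 of 7 classes. Less free RNA of macrophages is argued against, because macrophage markers were lower in both cryoinjured libraries in 1 of the 7 classes. More haemoglobin and mitochondrial RNA in the denominator is argued against as well, because 6 of the 7 classes kept the order without these genes. The general fall of scarce genes against abundant genes may account for it: in 6 of the 6 classes the list's change lay above the 5th percentile of 1000 lists matched on mean expression, at percentiles of 10.9 to 46.1. In each of these classes the list still fell more than the median of the matched lists. The log2 ratios ran from -0.90 against -0.87 in epicardium-like cells to -1.26 against -0.71 in fibroblast-like cells. In cryoinjured replicates 1 and 2 the fibroblast-like values rest on 9 and 24 UMIs of the list. The lists held 9 to 15 genes and no test of power was run for them. A further change of TLR genes beyond this trend therefore stays open.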
